A study of Mus musculus with 36 samples. Its data were reported in "Maternal Nutrition Induces Pervasive Gene Expression Changes but No Detectable DNA Methylation Differences in the Liver of Adult Offspring" (2014).

How the data were processed

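Total RNA from the liver of 36 male C57BL/6J mice was measured on Illumina MouseRef-8 v2.0 beadchips, with 1 array per mouse. Dams ate a diet high (HF) or low (LF) in fat until their pups were weaned, and the male pups were then assigned to either diet. The study describes the HF diet as also low in carbohydrate and the LF diet as high in it. Effects of fat and of carbohydrate thus cannot be told apart in any comparison here. The study describes 40 mice at this age, of which 36 were analysed here. RNA was extracted, labelled with biotin and hybridized by the authors, and the submitters' processing notes name BeadStudio, with no version given in the sources used here. Tissues other than liver, DNA methylation and the older mice of the study were not analysed here.

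The authors deposited 1 table of quantile-normalized probe intensities on a linear scale. All 36 columns share 1 distribution, from 45.7 to 32949 with a median of 71.5, and values of the same rank differ between arrays by at most 1. The deposited intensity is not background-subtracted, so differences of dim probes understate the change in RNA. No detection calls were used. Log2 of the deposited values was taken with no further normalization. The table holds 25697 probes, of which 23978 have 1 gene symbol, 0 several and 1719 none, and 8 symbols were updated to current names. A probe was kept when its median over the 36 arrays was at or above the median of all values, as a stand-in for the study's rule, which asks for expression in a set share of the samples. This kept 12289 probes (47.8%) and left out 13408. The kept probes with a symbol number 11570 and represent 8537 genes. Genes with several probes were represented in gene lists by the probe with the highest mean over all arrays.

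Groups were compared in pairs with limma (version 3.58.1, in R 4.3.3), using lmFit and eBayes with a trend of the variance on expression, on the mice of the 2 groups compared and without covariates. The Benjamini-Hochberg false discovery rate over the 12289 probes was held at 5%. The pairs were HF_LF against LF_LF and HF_HF against LF_HF for the maternal diet, and LF_HF against LF_LF and HF_HF against HF_LF for the post-weaning diet. The interaction of both diets was tested on all 4 groups in 1 fit. Each birth cage had 1 maternal diet, so the maternal diet was tested again with cage as a random block (duplicateCorrelation, with statmod 1.5.0) and with 1 mean per cage and group, and both are given with the count of probes in each maternal comparison. The correlation of mice within a cage was 0.0795 for the maternal comparison on LF and 0.0769 for that on HF. Of the pups of LF dams, 9 were in the 2 cages that held both post-weaning diets, and of the pups of HF dams, 12 were in the 3 such cages.

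The gene lists, the tests and the rule for named genes were fixed before the data were examined. Named genes are the 10 largest rises and the 10 largest falls among genes past the threshold in each pairwise comparison, up to 4 members past it in each list, and in the maternal comparisons the regulators and cholesterol genes the study discusses. Other genes named in the text are members of a list that did not pass, or that passed over the list alone, chosen after their values were seen. The 28 lists, 18 of pathways and 10 of cell type markers, were tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg over 140 tests. They were tested again with an estimated correlation, with fry and with 1 mean per cage and group. The tests on cage means kept the preset correlation, covered the maternal comparisons only and were adjusted over 56 tests. The lists of cholesterol synthesis, the acute phase response, nuclear receptors and branched-chain amino acid catabolism follow themes that the study took from these samples. The preset correlation gave 32 calls, the estimated correlation gave 0 and fry gave 14. Several lists share genes, at most 4 between any pair.

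Weights and glucose were compared by two-sided permutation of the mice, exact where a group held under 10 mice and with 100000 resamples otherwise, with Benjamini-Hochberg over 9 tests and cage means as an alternative. The second weight is labelled as taken at weaning, but at 23.6 g to 30.5 g per group it does not resemble the 3-week weight, and the labels give no other age for it. The study states that mice of this cohort were weighed when killed at 9 weeks of age, and whether the second weight is that one is not stated. Correlations of log2 differences are across probes, with unchanged groups simulated at the same sizes. For each comparison 100 splits of the same mice were used. Splits of whole cages were 100 of the 126 possible for the maternal diet on LF and all 35 for the maternal diet on HF.

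The fits were tested on simulated data with 200 of 12289 probes changed, in 10 runs per comparison. Equal shares of the changed probes were changed 1.2, 1.5, 2 and 3 fold. Means and spreads came from the arrays, but each probe and each cage effect was drawn independently. Probes changed 1.2-fold were recovered in 52.0% of cases in the maternal comparison on LF, 54.4% on HF, and 52.0% and 55.2% in the post-weaning comparisons in pups of LF and HF dams, in the same order below. At 1.5-fold the shares were 97.4%, 96.6%, 96.6% and 97.2%. These shares hold for that mixture only, since many large changes loosen the cutoff that a false discovery rate sets. They do not give the recovery in a comparison with few or no calls, such as the maternal ones. False calls made up 4.70%, 5.41%, 5.54% and 5.17% of calls. With unchanged groups no probe was called, and with a cage effect added the most called in 1 run was 1, 2, 0 and 1. On the measured arrays, by contrast, splits of whole cages called up to 36 probes on LF and 103 on HF. A list shifted by 0.3 on the log2 scale was found in 10 of 10 runs in each comparison, and of 270 other lists tested 1, 1, 2 and 1 were called. Because simulated genes were not correlated, these runs cannot show how often correlated genes or cages give false calls.

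The alternatives tried were all 4 groups in 1 fit, no variance trend, no filter, a stricter filter that keeps 8566 probes, centring on the median of the tested probes, an offset of 64, array weights, the second weight as a covariate, cage as a random or fixed block, and each cage left out. Chosen after seeing the data were the fits without single arrays that stood apart, 1 mean per cage and group for the post-weaning diet and a variance set by expression level alone. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15.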

Results

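Liver RNA from 36 male C57BL/6J mice was hybridized to expression arrays, with 1 array per mouse. Groups are named by the diet of the dam first and the diet of the pup after weaning last, where HF stands for high fat and LF for low fat. The HF diet also held less carbohydrate, so no comparison separates fat from carbohydrate. LF_LF held 9 mice from 4 birth cages, LF_HF held 8 mice from 4 cages, HF_LF held 9 mice from 5 cages and HF_HF held 10 mice from 4 cages. Each of the 12 cages had dams of 1 diet, with 17 mice in 6 cages of LF dams and 19 mice in 6 cages of HF dams. On these arrays 12289 probes were bright enough to be tested and 13408 were left out. The number of arrays limits the precision of each value. The median correlation of an array with the other arrays lay between 0.979 and 0.991, and the first and second principal components held 20.8% and 10.2% of the variance.

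The body weights asked whether the diets had altered growth before the tissue was taken. At 3 weeks, pups of HF dams weighed 11.3 g ± 1.12 (SD, n = 19) and pups of LF dams weighed 9.38 g ± 0.939 (SD, n = 17), a difference of 1.88 g (two-sided permutation p = 3.00e-05, adjusted p = 1.23e-04 over 9 tests of weight and glucose). The second recorded weight rose with the HF diet after weaning, by 5.58 g in pups of LF dams and by 6.90 g in pups of HF dams (exact permutation p = 4.11e-05 and 1.08e-05, the smallest that these group sizes allow). It was 24.5 g ± 1.12 (SD, n = 9) in LF_LF, 30.1 g ± 2.05 (SD, n = 8) in LF_HF, 23.6 g ± 1.87 (SD, n = 9) in HF_LF and 30.5 g ± 1.68 (SD, n = 10) in HF_HF. Among mice fed the same diet after weaning, the second weight differed between dam diets by -0.924 g on LF (exact permutation p = 0.226) and by 0.397 g on HF (exact permutation p = 0.655), which is less than the spread between mice. Blood glucose passed the test in none of its 4 comparisons, and the largest difference was -35 mg/dl between HF_HF and LF_HF (exact permutation p = 0.0763, adjusted p = 0.172). With 1 mean per cage, the difference at 3 weeks was 1.73 g (adjusted exact permutation p = 0.0584), and the differences by post-weaning diet were 5.33 g (exact permutation p = 0.0286, adjusted p = 0.0857) and 6.56 g (exact permutation p = 0.00794, adjusted p = 0.0584). These 2 unadjusted p are the smallest that the numbers of cages allow, since every cage mean on HF lay above every one on LF (lowest 27.4 g against highest 25.1 g in pups of LF dams, and 29.3 g against 25.1 g in pups of HF dams). Cages that held both diets, 2 of LF dams and 3 of HF dams, gave a mean to each side, and that pairing was not used.

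**Figure D1:**
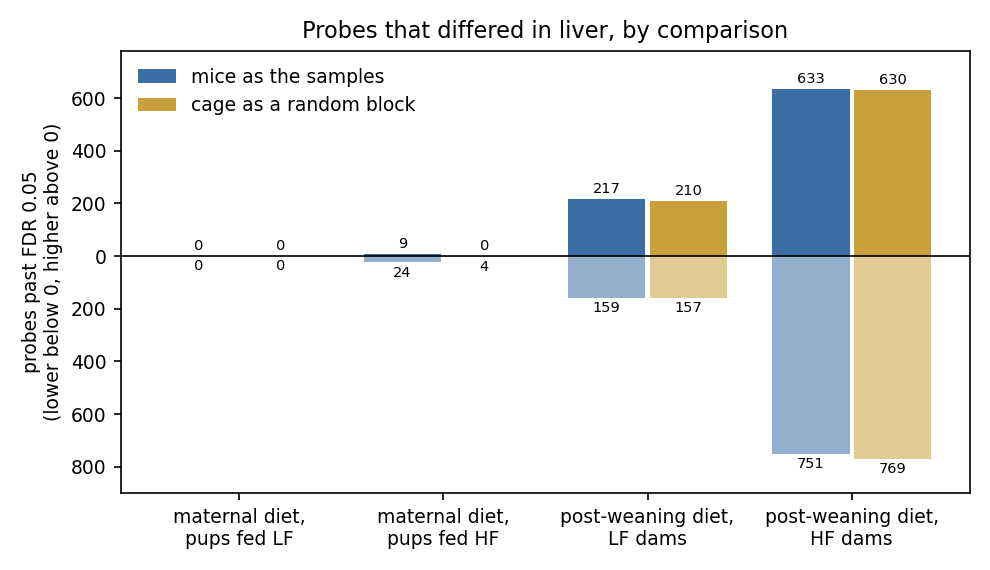
Number of probes past a false discovery rate of 5% in the 4 pairwise comparisons, with probes that rose drawn above 0 and probes that fell below 0, for mice as the samples (blue) and with cage as a random block (yellow). With mice as the samples, the maternal diet gives 0 probes in pups fed LF and 33 in pups fed HF, and the post-weaning diet gives 376 in pups of LF dams and 1384 in pups of HF dams.

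The maternal diet was first compared in mice fed LF after weaning (HF_LF, n = 9, against LF_LF, n = 9). This asked whether the diet of the dam leaves a trace in the adult liver without the HF diet after weaning. No gene rose or fell at a false discovery rate of 5%. Genes of xenobiotic and glutathione metabolism, which make drugs and lipid peroxides soluble, lay above 0 for 32 of 40 measured members, with a median log2 difference of 0.12 (camera adjusted p = 1.17e-04, and adjusted p = 0.503 with an estimated correlation). Gsta1 differed by 0.64 ± 0.26 (log2 difference ± SE, as below) and Cyp3a11 by 0.52 ± 0.24. Genes with higher expression in males or under growth hormone lay below 0 for 18 of 21 members, with a median of -0.18 (camera adjusted p = 1.18e-06, and adjusted p = 0.303 with an estimated correlation). Among these were Cyp7b1, an oxysterol hydroxylase, at -0.86 ± 0.23 and Hsd3b5, a steroid dehydrogenase, at -0.64 ± 0.20, the 2 members that passed when adjusted over the list alone, against 0 over all genes.

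Endoplasmic reticulum stress genes showed a median of -0.06 and a mean of -0.12 over 18 members (camera adjusted p = 3.49e-04, and adjusted p = 0.303 with an estimated correlation). Of these, 3 passed when adjusted over the list alone, Xbp1 at -0.30 ± 0.08, Calr at -0.27 ± 0.08 and Pdia3 at -0.24 ± 0.07, and 0 over all genes. Fatty acid oxidation and ketogenesis genes had a median of 0.04 and a mean of 0.11 over 30 members (camera adjusted p = 0.0271, and adjusted p = 0.605 with an estimated correlation), led by Cyp4a14 at 0.81 ± 0.44. Cholesterol synthesis genes had a median of -0.01 over 16 members (camera adjusted p = 0.840), with Lss at -0.02 ± 0.12 and Msmo1 at 0.01 ± 0.16. Acute phase genes had a median of -0.01 over 29 members (camera adjusted p = 0.961), which was 0.08 without LF_LF replicate 6, a mouse that stood apart for this list, and -0.06 without HF_LF replicate 1. Of the transcriptional regulators the study discusses, Nr1i2, the pregnane X receptor, differed by 0.23 ± 0.08 (adjusted p = 0.626) and Nr1i3, the constitutive androstane receptor, by 0.16 ± 0.15. The other 5 lay nearer to 0, with Srebf1 at -0.03, Srebf2 at 0.09, Pparg at 0.05, Nr1d1 at -0.07 and Cebpb at 0.01.

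In limma, 0 of 12289 probes passed, the lowest adjusted p was 0.0908, and 803 probes had an unadjusted p under 0.05 where chance gives 614. With cage as a random block the count was 0, and with 1 mean per cage and group it was 0. Without cage 10 it was 4, without cage 11 it was 1 and without cage 12 it was 2, and with the variance set by expression level alone, a setting chosen after seeing the data, it was 304.

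The same maternal comparison in mice fed HF after weaning (HF_HF, n = 10, against LF_HF, n = 8) asked whether the diet of the dam leaves a trace on the HF diet. Here 27 genes passed, 6 that rose and 21 that fell. Cish, an inhibitor of cytokine and growth hormone signalling, fell by 1.21 ± 0.26 on the log2 scale, and Chrna4, a nicotinic receptor subunit, fell by 0.89 ± 0.15. Aacs, which activates acetoacetate for lipid synthesis, fell by 0.80 ± 0.14 and Elovl5, an elongase of polyunsaturated fatty acids, fell by 0.58 ± 0.11. Slc45a3 rose by 0.67 ± 0.13, Nfil3, a repressor at the output of the clock, by 0.51 ± 0.10 and Slc22a5, the carnitine transporter, by 0.42 ± 0.09. Tuft1 had the lowest adjusted p in this comparison, at -0.52 ± 0.07 (adjusted p = 8.87e-04).

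The remaining named genes that fell were Aqp8, a water channel, at -0.85 ± 0.17, Rdh11, a retinol dehydrogenase, at -0.56 ± 0.11, Slc17a4 at -0.49 ± 0.10, Zfp655 at -0.48 ± 0.09 and Nr1d1, the clock repressor REV-ERBα, at -0.44 ± 0.09. The remaining genes that rose were Fgf1 at 0.55 ± 0.12, Gde1 at 0.48 ± 0.09 and Caln1 at 0.46 ± 0.08. A dimmer probe of Fgf1 differed by 0.14 (adjusted p = 0.634). Of the regulators the study discusses, Nr1d1 alone passed, and not with cage as a random block (adjusted p = 0.0824). With that block Nfil3 (adjusted p = 0.0620), Elovl5 (adjusted p = 0.0667) and Cish (adjusted p = 0.0933) did not pass either. The study, with another test, reported Nr1i3, Nr1i2, Pparg and Cebpb as altered by maternal diet too, and Srebf2 as not detected. Nr1i3 differed by 0.49 ± 0.11 (adjusted p = 0.0579), Pparg by -0.28 ± 0.09, Cebpb by 0.26 ± 0.09, Nr1i2 by 0.23 ± 0.10, Srebf1 by -0.12 ± 0.09 and Srebf2 by 0.05 ± 0.09. In the list of nuclear receptors and their retinoid X receptor partners, 1 of 21 members fell and 0 rose, and the list, whose theme the study took from these samples, had a median of -0.02 and a mean of 0.03 (camera adjusted p = 0.345). In the list of clock genes, Nfil3 rose, Nr1d1 fell and 12 of 14 members did not pass, and neither did the list (median -0.04). Without LF_HF replicate 2, 0 members of the clock and receptor lists passed.

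Cholesterol synthesis genes all had a lower mean in HF_HF than in LF_HF mice. None of the 16 members passed over all genes, 4 passed when adjusted over the list alone, and the median log2 difference was -0.27 (camera adjusted p = 3.15e-06, and adjusted p = 0.503 with an estimated correlation). Hmgcs1, which makes the precursor of mevalonate, differed by -0.68 ± 0.24, Lss, lanosterol synthase, by -0.52 ± 0.16 (adjusted p = 0.186), Fdps by -0.44 ± 0.13 and Msmo1 by -0.38 ± 0.23 (adjusted p = 0.545). Fatty acid and triglyceride synthesis genes had a median of -0.21, and Elovl5 was the 1 of 22 members that fell over all genes, against 8 over the list alone (camera adjusted p = 7.50e-06, and adjusted p = 0.320 with an estimated correlation). Without LF_HF replicate 2, LF_HF replicate 6 or HF_HF replicate 1, 0 members fell over all genes. Acss2 stood at -0.64 ± 0.15, Acly at -0.58 ± 0.13 and Acaca, the first step of fatty acid synthesis, at -0.42 ± 0.11. Fatty acid oxidation genes lay above 0 for 27 of 30 members, with 0 past the threshold over all genes or over the list alone. Their median was 0.11 (camera adjusted p = 8.93e-06, and adjusted p = 0.319 with an estimated correlation), and with 1 mean per cage the list did not pass (camera adjusted p = 0.0762). Acute phase genes lay above 0 for 26 of 29 members with a median of 0.26 and 0 past the threshold (camera adjusted p = 2.59e-05, and adjusted p = 0.578 with an estimated correlation), with Mt1 at 1.21 ± 0.52 and Saa1 at 0.86 ± 0.64, and the median was 0.19 without HF_HF replicate 1. The cholesterol and acute phase lists were chosen by the study on these samples, so their direction is not independent evidence. In the list of male-biased genes and growth hormone targets, Cish was the 1 of 21 members that fell, with 0 without LF_HF replicate 2, LF_HF replicate 6 or HF_HF replicate 2. That list did not pass, with a median of 0.01, a mean of -0.12 and a test pointing down. The macrophage markers had a median of 0.08 over 12 genes (camera adjusted p = 0.104, and adjusted p = 5.10e-04 pointing up with 1 mean per cage), which was -0.07 without LF_HF replicate 2 and -0.02 without HF_HF replicate 1.

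In limma, 33 of 12289 probes passed, 9 that rose and 24 that fell, with a median change of 1.36-fold, and 78.8% of them changed by 1.2 to 1.6 fold. With cage as a random block 4 probes passed, none that rose and 4 that fell, which are Tuft1, Chrna4, Aacs and Flcn (log2 difference -0.37 ± 0.06, named after its value was seen), and with 1 mean per cage and group 0 passed, where 764 had an unadjusted p under 0.05. The count was 1 without cage 4, 1 without cage 9, 19 without cage 10, 3 without cage 11, 68 without cage 14, 12 without cage 20, 18 without cage 21, 11 without LF_HF replicate 2, 11 without LF_HF replicate 6 and 19 without HF_HF replicate 1.

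**Figure D2:**
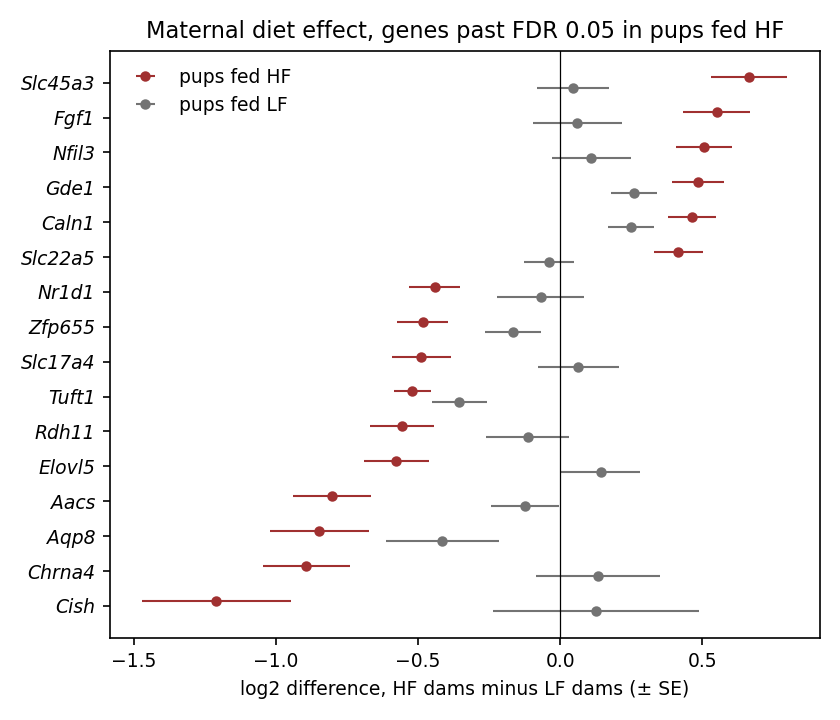
Log2 difference between pups of HF and of LF dams for the genes with the largest changes past the threshold in pups fed HF, with bars for the SE, in pups fed HF (red) and in pups fed LF (grey). In pups fed HF, Cish lies lowest at -1.21 and Slc45a3 highest at 0.67, and in pups fed LF none of these genes passed.

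The post-weaning diet was compared in pups of LF dams (LF_HF, n = 8, against LF_LF, n = 9), to measure how the liver differs between the HF and LF diets. Here 313 genes passed, 181 that rose and 132 that fell. Of 16 genes of cholesterol synthesis 7 rose, with Hmgcs1 at 1.08 ± 0.21, Sqle, squalene epoxidase, at 1.00 ± 0.18, Lss at 0.95 ± 0.14 and Msmo1 at 0.86 ± 0.17. The largest rise was that of Moxd1, a monooxygenase, at 2.51 ± 0.44 (5.69-fold), and Apoa4, an apolipoprotein of triglyceride-rich particles, rose by 1.08 ± 0.12. Csad, which makes taurine, fell by 1.39 ± 0.19, and Hamp2, a hepcidin, fell by 1.33 ± 0.21. G6pc, which releases glucose from the liver cell, fell by 1.06 ± 0.19.

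Of these 16 genes, 14 lay above 0 and 13 rose over the list alone, with a median of 0.48 (camera adjusted p = 2.27e-10, and adjusted p = 0.303 with an estimated correlation), in a list that the study chose on these samples. Glucose metabolism genes fell for 4 of 17 members, and for 6 over the list alone, with G6pc, Pklr at -0.44 ± 0.10 and Khk at -0.42 ± 0.10 (median -0.15, camera adjusted p = 0.00107, and adjusted p = 0.303 with an estimated correlation). Without LF_HF replicate 6, 2 of these members fell. Male-biased genes and growth hormone targets rose for 7 of 21 members, and for 8 over the list alone, with Moxd1, Selenbp2 at 0.83 ± 0.14 and Cyp4a12b at 0.74 ± 0.12 (median 0.13, camera adjusted p = 1.01e-05, and adjusted p = 0.317 with an estimated correlation). Fatty acid oxidation genes had a median of -0.14 (camera adjusted p = 3.46e-04, and adjusted p = 0.503 with an estimated correlation). Of these 30 members Acot1, an acyl-CoA thioesterase, fell by 1.06 ± 0.29, 5 fell and 1 rose over the list alone, while 5 fell over all genes without LF_LF replicate 6 and 0 without LF_HF replicate 6. In fatty acid synthesis Elovl6, Me1 and Pklr fell, at -0.87 ± 0.14, -0.76 ± 0.16 and -0.44 ± 0.10, while 19 of 22 members did not pass (4 fell and 1 rose over the list alone, median -0.06, camera adjusted p = 0.120).

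Acute phase genes had a median of 0.21 (camera adjusted p = 3.49e-04, and adjusted p = 0.605 with an estimated correlation), again in a list chosen by the study. Saa4 rose by 1.07 ± 0.17, Hamp2 and Hamp, the hepcidins, fell, and 26 of 29 members did not pass. LF_LF replicate 6 stood apart for this list, and without it 6 members rose, while without LF_HF replicate 2 or LF_HF replicate 6 only 1 member fell. Xenobiotic genes moved both ways, with 4 that rose and 4 that fell of 40 (7 and 7 over the list alone, camera adjusted p = 0.961). Cyp3a11 fell by 0.97 ± 0.20 and Mgst3 by 0.73 ± 0.12, whereas Cyp1a2 rose by 0.72 ± 0.11, and 2 rose without LF_HF replicate 2 and 2 without LF_HF replicate 6. Ribosomal protein genes lay below 0 for 19 of 20 members with a median of -0.12 (0 past the threshold and 2 over the list alone, camera adjusted p = 1.51e-05, and adjusted p = 0.303 with an estimated correlation). Endothelial markers had a median of -0.12 over 14 genes with 0 past the threshold (camera adjusted p = 0.0170, and adjusted p = 0.639 with an estimated correlation), which was -0.07 without LF_HF replicate 2. Periportal markers had a median of 0.17 over 10 genes, where Apoa4 rose (4 rose and 1 fell over the list alone, camera adjusted p = 0.0125, and adjusted p = 0.303 with an estimated correlation). Pericentral markers had a median of 0.11 over 12 genes, where Cyp1a2 and Slc1a2 rose, and 1 rose without LF_HF replicate 6 (6 rose and 1 fell over the list alone, camera adjusted p = 0.0219, and adjusted p = 0.503 with an estimated correlation). Branched-chain amino acid catabolism genes, chosen by the study, had a median of 0.06 (camera adjusted p = 0.0721), with Abat at 0.51 ± 0.07 and Ivd at 0.34 ± 0.07 as the 2 of 21 members that rose.

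In limma, 376 of 12289 probes passed, 217 that rose and 159 that fell, with a median change of 1.28-fold, and with cage as a random block 367 passed, against 30 with 1 mean per cage and group, a setting chosen after seeing the data for this diet. The count was 123 without cage 8, 113 without cage 9, 240 without LF_HF replicate 6 and 42 with cage as a fixed block, where the 2 cages holding both diets set the estimate.

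In pups of HF dams (HF_HF, n = 10, against HF_LF, n = 9), the same diet contrast asked how the liver differs where the dam had also eaten the HF diet. Here 1107 genes passed, 508 that rose and 599 that fell. Acute phase genes led the rise, with Lcn2, lipocalin 2, at 3.16 ± 0.71 (8.95-fold), Saa1 and Saa2, the serum amyloids, at 2.55 ± 0.47 and 2.22 ± 0.46, and Orm2 at 2.11 ± 0.54. Moxd1 rose by 3.06 ± 0.29. Of 22 fatty acid synthesis genes 11 fell (camera adjusted p = 1.33e-06, and adjusted p = 0.303 with an estimated correlation), with Elovl6 at -1.21 ± 0.16, Acaca at -0.96 ± 0.10 and Acly, ATP citrate lyase, at -0.91 ± 0.14. Hamp2 fell by 2.26 ± 0.28, Csad fell by 1.63 ± 0.21 and Cyp3a11, a drug-oxidizing P450, fell by 1.54 ± 0.27.

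Of 29 acute phase genes, 16 rose, Hamp2 fell and 12 did not pass, and over the list alone 19 rose and 1 fell (median 0.43, camera adjusted p = 2.95e-10, and adjusted p = 0.452 with an estimated correlation). The list was chosen by the study on these samples. The list mean exceeded that of the highest HF_LF mouse in 6 of 10 HF_HF mice, and the macrophage markers had a median of 0.06 over 12 genes, with 0 past the threshold (camera adjusted p = 0.369). Fatty acid synthesis genes had a median of -0.26 and fell for 12 members over the list alone, with Lpin1 at -0.97 ± 0.25 beside those above. Glucose metabolism genes fell for 8 of 17 members (8 fell and 1 rose over the list alone), with Igfbp2 at -0.72 ± 0.16, G6pc at -0.69 ± 0.21 and Gys2, glycogen synthase, at -0.62 ± 0.12 (median -0.23, camera adjusted p = 0.00302, and adjusted p = 0.303 with an estimated correlation). Male-biased genes and growth hormone targets rose for 9 of 21 members and fell for 2, and over the list alone for 11 and 2 (median 0.29, camera adjusted p = 2.34e-06, and adjusted p = 0.320 with an estimated correlation). Selenbp2 rose by 1.62 ± 0.27 and Susd4 by 1.31 ± 0.20, whereas Cish fell by 1.23 ± 0.23. Branched-chain amino acid catabolism genes, a list chosen by the study, rose for 6 of 21 members and fell for 1, with the same counts over the list alone, with Hsd17b10 at 0.55 ± 0.11, Abat at 0.50 ± 0.10 and Dbt at 0.40 ± 0.06 (median 0.11, camera adjusted p = 0.00331, and adjusted p = 0.503 with an estimated correlation). Pccb rose by 0.35 ± 0.07, but its dimmer probe stood at -0.16 (adjusted p = 0.523).

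Endoplasmic reticulum stress genes rose for 4 of 18 members, and for 5 over the list alone, with Xbp1 at 0.39 ± 0.09, Dnajc3 at 0.35 ± 0.10 and Pdia4 at 0.32 ± 0.09 (median 0.12, camera adjusted p = 0.0125, and adjusted p = 0.503 with an estimated correlation). Endothelial markers lay below 0 for all 14 genes, with Oit3 at -0.41 ± 0.08 and Tek at -0.31 ± 0.06 as the 2 that fell and 7 that fell over the list alone (median -0.18, camera adjusted p = 4.01e-04, and adjusted p = 0.503 with an estimated correlation), and 4 fell over all genes without HF_HF replicate 1. Stellate markers had a median of -0.10, with Lum at -0.28 ± 0.06 and Bgn at -0.22 ± 0.06 as the 2 of 12 that fell (camera adjusted p = 0.0561). Ribosomal protein genes fell for 3 of 20 members, among them Rpl38 at -0.22 ± 0.05 (median -0.06, camera adjusted p = 0.0486, and adjusted p = 0.530 with an estimated correlation). Xenobiotic genes fell for 12 of 40 members, with Gstm1 at -1.17 ± 0.18, Mgst3 at -1.15 ± 0.13 and Gsta1 at -0.89 ± 0.24, and rose for 6 (14 and 7 over the list alone, median -0.08, camera adjusted p = 0.133). Bile acid genes rose for 2 of 18 members and fell for 4, with Slco1a4, a transporter, at -0.84 ± 0.11 and Cyp39a1 at -0.77 ± 0.11, and over the list alone 2 rose and 6 fell (median -0.10, camera adjusted p = 0.144). Without HF_LF replicate 4 or HF_LF replicate 1, 1 member rose. Fatty acid oxidation genes fell for 6 of 30 members, with Acot3 at -1.18 ± 0.31 and Fgf21, a fasting hormone, at -0.73 ± 0.20, and rose for 1 (median -0.10, camera adjusted p = 0.204), and 3 fell without HF_LF replicate 4 or without HF_HF replicate 2. Among cholesterol synthesis genes, Lss rose by 0.46 ± 0.13 and 15 of 16 did not pass (median 0.11, camera adjusted p = 0.0721).

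Sterol uptake genes had a median of 0.01 (0 of 10 passed, camera adjusted p = 0.908), nuclear receptors, a theme of the study, -0.03 with a mean of 0.03, where Cebpb rose by 0.38 ± 0.09 and Esr1 by 0.37 ± 0.08 (camera adjusted p = 0.473), and clock genes -0.13, where Nfil3 rose by 0.53 ± 0.12 and Usp2 fell by 0.48 ± 0.09 (camera adjusted p = 0.147). Immediate early genes had a median of -0.06, with Egr1 at 0.84 ± 0.27 and Gadd45g at -1.09 ± 0.32 among the 3 of 14 that passed (camera adjusted p = 0.994). Respiratory chain genes had a median of -0.04, and Ndufa9 fell by 0.20 ± 0.05 (camera adjusted p = 0.315). Urea cycle and amino acid genes had a median of 0.04, with Prodh at 0.49 ± 0.12 and Cbs at -0.38 ± 0.09 among the 3 of 21 that passed (camera adjusted p = 0.759). Interferon and histocompatibility genes had a median of 0.05, with Psmb9 at 0.47 ± 0.15 and Usp18 at -0.33 ± 0.09 among the 3 of 23 that passed, and the list did not pass. Lymphocyte and granulocyte markers had a median of 0.02 over 8 genes (camera adjusted p = 0.961), adipocyte markers 0.06 over 5 genes (camera adjusted p = 0.667) and bile duct markers 0.00 over 6 genes, where Krt23 rose by 0.58 ± 0.18 (camera adjusted p = 0.665). Erythroid markers split, with Hba-a1 at -0.48 ± 0.15 and Alas2 at 0.30 ± 0.09 (median -0.37, camera adjusted p = 0.804). Pancreatic acinar markers had a median of 0.29 over 5 genes (camera adjusted p = 0.0692), which was 0.14 without HF_HF replicate 2. Periportal markers had a median of 0.09 (camera adjusted p = 0.462) and pericentral markers 0.10, where Cyp1a2, Slc1a2 and Rhbg rose (camera adjusted p = 0.0708). Without HF_LF replicate 4, 0 erythroid markers passed and 1 interferon gene rose, as it did without HF_HF replicate 1. Without HF_LF replicate 1, 0 immediate early genes rose and 3 clock genes fell, and 0 bile duct markers rose without it or without HF_HF replicate 2.

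In limma, 1384 of 12289 probes passed, 633 that rose and 751 that fell, with a median change of 1.23-fold, and with cage as a random block 1399 passed, against 371 with 1 mean per cage and group. The count was 883 without cage 20, 760 without cage 21, 636 without cage 23 and 890 with cage as a fixed block.

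**Figure D3:**
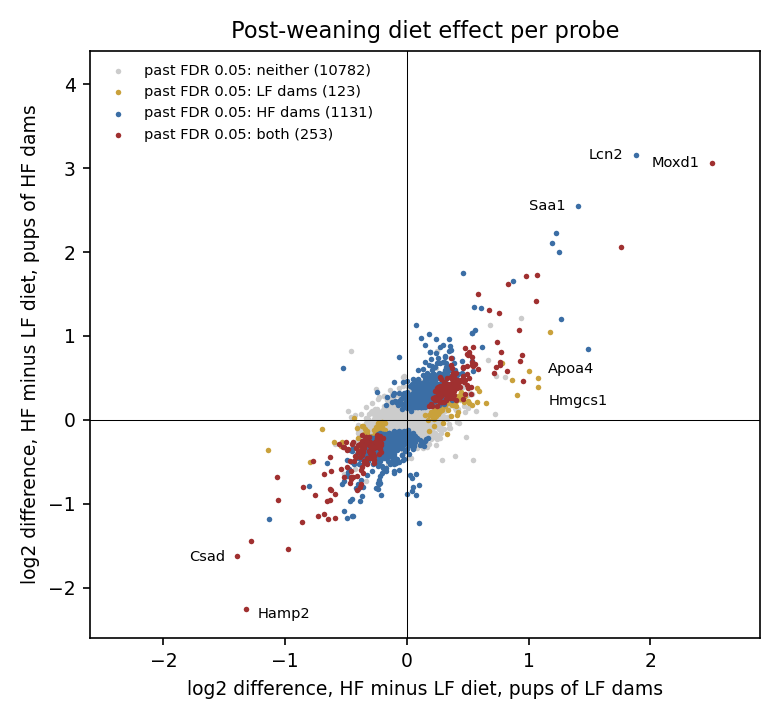
Log2 difference between the HF and LF diet after weaning for each of 12289 probes, in pups of LF dams (x axis) and of HF dams (y axis), with colours for probes past a false discovery rate of 5% in neither, 1 or both comparisons. The 253 probes past it in both have the same sign on the 2 axes, and the correlation across probes is 0.706.

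Whether the maternal diet acted differently on the 2 post-weaning diets was tested as an interaction of all 4 groups. No gene passed in limma (lowest adjusted p = 0.170), with 776 probes at an unadjusted p under 0.05 and 0 probes with cage as a random block. The genes that passed in HF mice and not in LF mice are therefore not shown to differ between the diets. Cish had an interaction of -1.34 ± 0.48 (adjusted p = 0.640) and Chrna4 of -1.03 (adjusted p = 0.563). Without cage 1 the count was 1, and without HF_LF replicate 4 it was 1.

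The 2 responses to the post-weaning diet resembled each other across probes, with r = 0.706 and rho = 0.541, where genes are not independent replicates. Of the probes that passed, 136 rose in both (11.2 for independent lists), 117 fell in both (9.72 for independent lists) and 0 moved apart (21.5 for independent lists). Moxd1, Scara5 and Dct were among the largest rises in both, and Csad, Hamp2, Serpina7, Cyp3a11 and Elovl6 among the largest falls. The 2 maternal comparisons had r = 0.175 and rho = 0.185 across probes, inside the range of -0.311 to 0.334 that reassigned mice gave. The maternal comparison on HF and the post-weaning comparison in pups of LF dams share the LF_HF mice with opposite sign. They had r = -0.207 and rho = -0.312, where unchanged groups gave r = -0.542, and a covariance of -0.00334 against -0.00381 for unchanged groups. Reassigned mice gave r from -0.741 to -0.267, so the measured r lay above that range. With the LF_HF cages split between them, r had a mean of 0.0831 over 6 splits, from -0.0482 to 0.313.

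**Figure D4:**
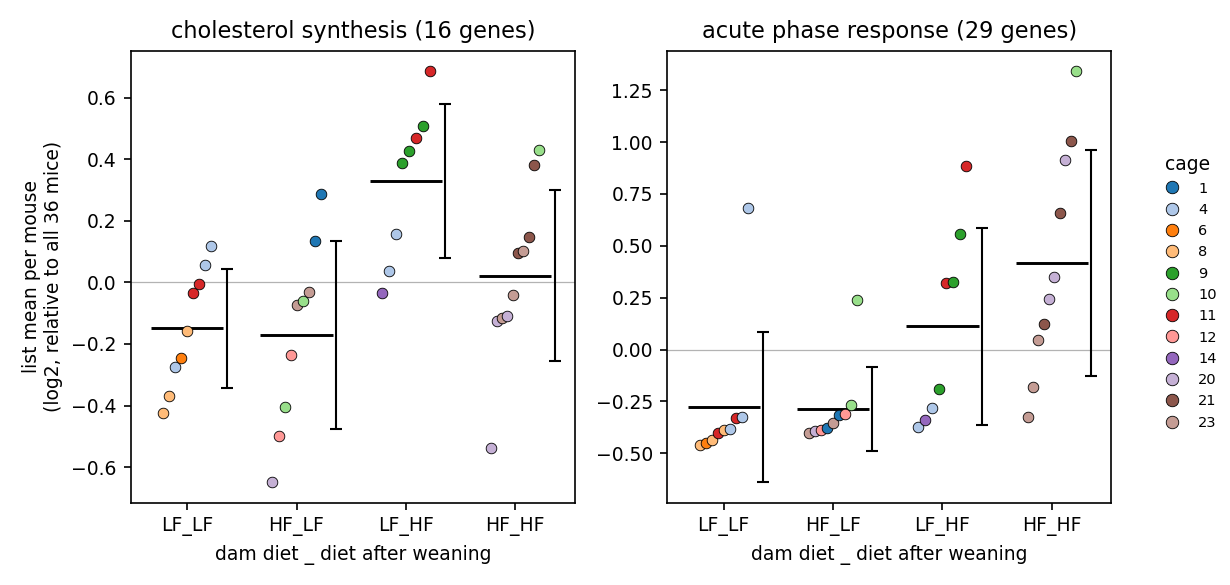
Mean log2 value over the cholesterol synthesis genes (left) and the acute phase genes (right) in each mouse, relative to all 36 mice, with 1 point per mouse coloured by birth cage, a line for the group mean and a bar for the SD. The cholesterol synthesis means are -0.15 in LF_LF, -0.17 in HF_LF, 0.33 in LF_HF and 0.02 in HF_HF.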

Values the study reported

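In liver at a false discovery rate of 5%, the study reported that maternal diet altered 158 genes in mice fed LF after weaning and 634 genes in mice fed HF. For the post-weaning diet it reported 1174 genes in mice born from LF fed dams and 1251 genes in mice born from HF fed dams. Most changes were described as lying between 1.2 and 1.6 fold. The study also reported cholesterol synthesis genes past that rate for the maternal diet in liver. It described the regulators Pparg, Nr1i3, Nr1i2, Nr1d1 and Cebpb as altered by maternal diet. Srebf2 was reported as not detected, and Srebf1 as not significantly affected by diet. In a separate cohort, the study gave a body weight at weaning of 8.7 g for pups of LF dams and 10.1 g for pups of HF dams.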

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

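The tests against chance, cages, single mice and macrophages, the granulocyte genes and the comparisons of body length were chosen only after the results were seen.

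In mice fed HF after weaning, the dam diets gave 33 probes. Chance splitting of the mice is excluded as the cause of that count, since 1 of 100 splits of the 18 mice, the real one, gave as many and the highest other gave 1. Differences between cages stay open, since 3 of the 35 splits of whole cages gave as many probes, and cages 4, 14, 20 and 23 together gave 103, a count several times the real one that points to a structure of the cages beyond the dam diet. With the variance set by expression level alone, 688 probes passed, and 2 of 100 splits of the mice gave as many (highest other 779, median 180). Chance splitting of the mice is thus unlikely there but not excluded, since 1 other split gave more than the dam diets. Of the 35 splits of whole cages 5 gave as many (highest other 917, median 338), which leaves cages open there too. An effect of the dam diet is a candidate explanation that remains open beside differences between cages.

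Cholesterol synthesis genes were lower in HF_HF than in LF_HF, with a difference in the list mean of -0.31 (SE 0.125). The tables argue against a single mouse as the cause, since the difference nearest to 0 with 1 mouse left out was -0.246. They leave open differences between cages, because 7 of the 35 splits of the cages gave a difference as large, the highest being 0.468. Within groups the list mean varied more between cages than chance gives (permutation p = 0.00137, with 61.8% of the variation between the 12 cages), yet of the 5 cages that held both post-weaning diets 2 lay on the same side of their group means on both diets and 3 on opposite sides. Differences between cages may account for part or all of the difference between dam diets, and an effect of the dam diet stays open beside them. The list was lower by camera on 1 mean per cage (adjusted p = 0.0280) but not on mice with an estimated correlation (adjusted p = 0.503).

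Acute phase genes were higher in HF_HF than in HF_LF, with 16 of 29 members past the threshold. A single mouse is argued against, since the lowest number of members that rose with 1 mouse left out was 13. The macrophage markers rose less than the list, with a median of 0.0608 (SE 0.0220 over the markers, not over mice) against 0.425. This cannot decide on more macrophages, since the list need not scale with the markers. The macrophage marker mean was 0.52 in HF_HF replicate 1, with an acute phase mean of 1.34. In HF_HF replicate 10 it was -0.27, with an acute phase mean of 1.00. Differences between cages are argued against as well, since the list mean differed by 0.705 (SE 0.214) with cage as a fixed block. More granulocytes stay open beside an effect of the diet after weaning, since S100a8 stood at 0.71 ± 0.31 and S100a9 at 0.48 ± 0.18, and the lymphocyte and granulocyte marker mean was 0.47 in HF_HF replicate 1 and 0.48 in HF_HF replicate 6, although the markers had a median of 0.02 and Ngp at -0.01, Camp at -0.07 and Ltf at -0.02 in both probes, all left out as near background, did not rise.

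Splits of the mice decide nothing about the 0 probes of the maternal comparison on LF (highest other 3) or the 0 probes of the interaction (highest other 8), since 100 of 100 splits reach a count of 0 by construction. At an unadjusted p under 0.05, 21 of 100 splits gave as many as the 803 probes of the former (highest other 1276) and 21 of 100 as many as the 776 of the latter (highest other 1550), so chance is not excluded. In the maternal comparison on LF with the variance set by expression level alone, 304 probes passed, 19 of 100 splits gave as many and the highest other gave 691, so chance is not excluded. For the post-weaning diet chance splitting of the mice is excluded, with 376 probes in pups of LF dams, where 1 of 100 splits gave as many and the highest other gave 3, and 1384 in pups of HF dams, where 1 of 100 gave as many and the highest other gave 1. Whole cages were not split for this diet, so these splits decide nothing about cages. In pups of LF dams 367 probes passed with cage as a random block and 42 with cage as a fixed block. In pups of HF dams these counts were 1399 and 890.

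Single mice stood apart from their group in 11 of 152 groups tested over 38 measures, where chance flags about 1 in 20 groups, or 7.6. LF_LF replicate 6 had an acute phase list mean of 0.68 (nearest other mouse -0.33), a log2 value of Lcn2 of 11.35 (nearest 7.38), a lymphocyte and granulocyte marker mean of 0.20 (nearest -0.01) and a bile acid list mean of -0.26 (nearest -0.03). HF_LF replicate 1 had an acute phase list mean of 0.24 (nearest -0.27) and a log2 value of Lcn2 of 9.28 (nearest 7.51). Pancreatic acinar markers stood at 2.15 in HF_HF replicate 2 (nearest 0.16) and at 1.41 in LF_HF replicate 6 (nearest 0.37). Endothelial markers stood at -0.69 in LF_HF replicate 2 (nearest -0.22), and adipocyte markers at -0.48 in HF_HF replicate 1 (nearest -0.10). The median correlation of LF_LF replicate 8 with the other arrays was 0.985 (nearest 0.988).

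The maternal effect on HF minus that on LF differed for 7 gene lists by camera, as medians over the list, and none of these held with an estimated correlation. It was -0.28 for cholesterol synthesis (adjusted p = 3.46e-04, and adjusted p = 0.530 with an estimated correlation) and -0.23 for fatty acid and triglyceride synthesis (adjusted p = 1.33e-06, and adjusted p = 0.303 with an estimated correlation). It was 0.21 for the acute phase response (adjusted p = 3.49e-04, and adjusted p = 0.605 with an estimated correlation) and 0.21 for male-biased genes and growth hormone targets (adjusted p = 0.00740, and adjusted p = 0.549 with an estimated correlation). It was 0.11 for endoplasmic reticulum stress (adjusted p = 0.00209, and adjusted p = 0.317 with an estimated correlation), -0.11 for xenobiotic metabolism (adjusted p = 0.00834, and adjusted p = 0.578 with an estimated correlation) and -0.14 for stellate cell markers (adjusted p = 0.0170, and adjusted p = 0.503 with an estimated correlation).

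Body length, which no comparison above used, was higher with the HF diet after weaning. In pups of LF dams it was 102.5 mm ± 2.20 (SD, n = 8) against 99.6 mm ± 1.33 (SD, n = 9), a difference of 2.94 mm (exact permutation p = 0.00605, adjusted p = 0.0121 over 4 tests). In pups of HF dams it was 102.6 mm ± 1.06 (SD, n = 8) against 97.9 mm ± 2.15 (SD, n = 9), a difference of 4.74 mm (exact permutation p = 1.23e-04, adjusted p = 4.94e-04). Between dam diets it differed by -1.67 mm on LF (exact permutation p = 0.0880, adjusted p = 0.117) and by 0.125 mm on HF (exact permutation p = 1, adjusted p = 1). Length was tested with mice as the samples and, unlike the weights, was not tested on cage means.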

How the results depend on the processing

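The settings without single arrays, with the variance set by expression level alone and with 1 mean per cage for the post-weaning diet were chosen after seeing the data. All 4 groups in 1 fit, no variance trend, a stricter filter, centring, an offset of 64 and the second weight as a covariate left every count of the pairwise comparisons they were run on within 1.5 times of the main count. A similar count need not mean the same probes. For the maternal diet on HF, all 4 groups in 1 fit called 42 probes, of which 21 were among the main 33. The other settings of this set kept 29 to 33 of them. No paired analysis was possible by replicate number because the numbers follow the order of the samples and pair no mice across groups. Cages that held both post-weaning diets (2 with 9 mice from LF dams and 3 with 12 mice from HF dams) set the estimate with cage as a fixed block. Signal over background limits dim probes, whose differences are understated.

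For the maternal diet on LF, leaving out cages in turn gave 0 to 4 probes (4 without cage 10, 1 without cage 11, 2 without cage 12), and the variance by expression level gave 304. For the maternal diet on HF (33 probes), no filter gave 21, array weights 97, cage as a random block 4, 1 mean per cage 0, leaving out cages 1 to 68, leaving out arrays 11 to 42 and the variance by expression level 688. For the post-weaning diet in pups of LF dams (376), array weights gave 660, leaving out cages 113 to 433, cage as a fixed block 42, 1 mean per cage 30, leaving out arrays 240 to 425 and the variance by expression level 1277. In pups of HF dams (1384), leaving out cages gave 636 to 1239, cage as a fixed block 890, 1 mean per cage 371, leaving out arrays 1205 to 1372 and the variance by expression level 2275. For the interaction, array weights gave 1, leaving out cages 0 to 1 and leaving out arrays 0 to 1. The cause was not tested, except that fewer cages or mice leave a smaller test and no filter adds probes.

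Gene list calls went from 32 to 0 with an estimated correlation and to 14 with fry. In the maternal comparisons they went from 8 to 9 with 1 mean per cage. Those tests kept the preset correlation and were adjusted over 56 tests, not 140. There fatty acid oxidation on HF lost its call (adjusted p = 0.0762), and ribosomal proteins (adjusted p = 0.0268) and macrophage markers (adjusted p = 5.10e-04) on HF gained one, all 3 pointing up. The agreement of the 2 post-weaning comparisons went from r = 0.706 to 0.658 without the filter. The correlation of the maternal effect on HF with the post-weaning effect in pups of LF dams reversed from r = -0.207 to 0.0831 when the LF_HF cages were split, since shared mice pull it below 0. Msmo1 in the maternal comparison on LF went from 0.01 to -0.0913 with 1 mean per cage. With cage means, the weight difference was 1.73 g at 3 weeks (adjusted exact permutation p = 0.0584), and 5.33 g (0.0857) and 6.56 g (0.0584) by post-weaning diet, none past 0.05. The latter 2 rest on the smallest unadjusted p that the numbers of cages allow, since the cage means on HF and LF did not overlap. Cages that held both diets entered both sides as unpaired means. Of 33 results for named genes in the maternal comparisons, all 16 with a call lost it with cage means, where 0 probes passed. Another 16 had no call in either setting, and Msmo1 on LF changed sign. Of 150 results for named genes, 136 were unchanged with cage as a random block and 14 lost a call. Unchanged means that a call was kept or that neither setting gave one. The numbers were 133 and 17 with all 4 groups in 1 fit and 149 and 1 with centring, and all 150 were unchanged with an offset of 64. Of the named genes called for the maternal diet on HF, only Tuft1, Chrna4 and Aacs kept the call with cage as a random block.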

Other observations

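Several genes outside the lists moved with the diet after weaning. Serpina7, thyroxine-binding globulin, fell by 1.28 ± 0.26 (log2 difference ± SE) in pups of LF dams and fell by 1.44 ± 0.24 in pups of HF dams, and Slc35g1 fell by 0.85 ± 0.12 and fell by 0.80 ± 0.12. The ferritin receptor Scara5 rose by 1.07 ± 0.23 and 1.73 ± 0.26, and Dct, an enzyme of melanin synthesis, rose by 0.98 ± 0.24 and 1.71 ± 0.18. Bhmt, which remethylates homocysteine from betaine, rose by 1.18 ± 0.26 in pups of LF dams and stood at 1.04 ± 0.34 in pups of HF dams (adjusted p = 0.0519). Hsd17b6, a steroid dehydrogenase, fell by 0.65 ± 0.17 and fell by 1.18 ± 0.24. In pups of HF dams Aatk rose by 1.75 ± 0.17, against 0.46 ± 0.26 in pups of LF dams (adjusted p = 0.385), and this difference between the dams was not past the threshold for any gene.

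The number of genes past a false discovery rate of 5% for the maternal diet on LF was 0. That is lower than the value quoted from the study above. The number of genes for the maternal diet on HF was 27. That is lower than the value quoted from the study above. The number of genes for the post-weaning diet in pups of LF dams was 313. That is lower than the value quoted from the study above. The mice, the filter and the test used here differ from those of the study, and the cause of the gaps was not tested. With the variance set by expression level alone, a setting chosen after seeing the data, 304, 688 and 1277 probes, not genes, passed in the same order. Other splits of the same mice called a median of 174, 180 and 179 probes under that setting, and at most 691, 779 and 603. Many probes thus pass under that setting whatever the grouping. In pups of HF dams 1107 genes passed, and that setting gave 2275 probes (other splits of the mice gave a median of 225 and at most 1363). The 1107 genes lie below the value quoted from the study. The 2275 lie above it, but they count probes where the study counts genes, so these are not like for like.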
